A study of Mus musculus with 11 samples.

How the data were processed

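Gene expression was measured by bulk RNA sequencing of mouse (Mus musculus) gastric corpus mucosa in 11 samples. The labels give 4 genotypes: wild-type control (n = 2), ATP4B-DTR (n = 3), GIF-DTR (n = 3) and GIF/ATP4B-DTR (n = 3). Samples were grouped by the genotype label. Replicate numbers are those of the titles for the controls and accession order for the other groups, so they pair no samples. RNA was extracted with a column kit and made into stranded, poly(A)-selected libraries with a TruSeq kit, per the labels' protocols. The toxin dose, the time of collection, the sex of the animals and the sequencing batch are not stated per the labels.

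The deposited table holds estimated counts per gene for all 11 samples, with 34866 versioned Ensembl mouse gene identifiers as rows. The aligner, the quantifier, the genome build and the annotation are not stated per the labels or the table, so no coordinates are given here. That the authors' values are expected counts was read from the values: 30.7% of the nonzero entries are fractional, as when a read is divided between genes that share its sequence, and the samples sum to different totals. The design had been written for whole-number counts. The expected counts were therefore rounded to whole numbers before any count model was fitted, with the planned tests kept. A gene whose counts are fractional in most samples shares reads with another gene, and its level is less certain. Gene symbols came from a table matching identifiers to names, which named 34582 of the identifiers (99.2%); 93.4% of the versioned identifiers were present in GENCODE release M21, whose transcripts gave gene length, GC content, gene type and chromosome. Intrinsic factor appears under its older symbol Gif (current symbol Cblif). The number of table columns left unused was 0.

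Sample totals ranged from 20.7 to 27.9 M counts (M, mega). At these depths the widest 95% Wilson binomial interval of any share of counts given below spans 0.04 percentage points, and the smallest level that could be seen (3 counts) lies between 0.107 and 0.166 CPM (TMM-scaled counts per mega-count). These intervals and floors cover counting error only, because PCR copies are not independent molecules. Where every sample of a group had 3 counts or fewer, a fold was computed against that floor and is a lower bound.

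Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the groups, which left 14889; another 12307 genes had 0 counts in every sample. Libraries were scaled by the trimmed mean of M-values (TMM), and a quasi-likelihood model with robust moderation and 1 coefficient per group was fitted to all 11 samples, so that the 2 controls shared the spread estimated from every group. The common biological coefficient of variation was 26.6%. P-values were adjusted by Benjamini-Hochberg within a comparison and genes with an adjusted p under 0.05 are called changed. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are scaled by TMM and given as mean ± SD. The comparisons were each line against control, the lines against each other, and the interaction of the genotypes, which is the change from ATP4B-DTR to GIF/ATP4B-DTR minus the change from control to GIF-DTR on the log2 scale.

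Marker sets (178 listed genes, of which 146 were tested) were compared with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 18 sets that had at least 3 tested genes. Camera tests a set against all other genes, and the median log2 fold change of the set is given beside it. The genes named in the text were fixed by rule: the targeted genes, members of the marker sets, and, for each comparison, the 3 highest and 3 lowest fold changes among genes with an adjusted p under 0.05, a mean of at least 8 CPM, no overlap between the samples of the groups (not required for the interaction) and a symbol that is not a gene model number or pseudogene. The groups, tests, marker sets, this rule and most of the alternatives below were chosen before the data were examined.

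On simulated counts with 200 genes changed 4-fold, edgeR recovered between 69% and 83.5% of them depending on the comparison, and between 3.53% and 6.21% of its calls were false. DESeq2 1.42.0 recovered between 80.5% and 91.5%, with between 18.3% and 27.3% of calls false. These ranges cover the comparisons with changed genes. In the comparisons simulated without a change, edgeR called 0 and 3 genes and DESeq2 called 6 and 13, all of them false. The simulation changed fewer genes than were called in the real comparisons with control. In a simulation of 20 sets with 10 genes each, camera recovered the 1 raised set and called 0 others. The simulated genes varied independently, so this does not show how often camera makes false calls for sets whose genes vary together.

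The alternatives were DESeq2's size factors within edgeR, leaving the 50 most abundant genes out of the scaling, the DESeq2 Wald test, no filter on low counts, at least 10 counts in every sample, no robust moderation, only the 2 groups compared, the rotation test fry for marker sets, and leaving out each sample in turn. Leaving out a control leaves 1, so it gave fold changes only, with no test and no count. A sex index as covariate was planned with Xist, which has 0 rows in the table as used here, so an index from Ddx3y, Eif2s3y, Kdm5d and Uty alone was used in its place. That index, a GC correction and a length correction (the smooth trend of each sample along the gene property, lowess span 0.3, removed) were added after the data were seen. Figures were drawn with matplotlib 3.10.9.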

Results

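The series compared gastric corpus mucosa of wild-type mice with that of 3 engineered lines designed for the ablation of single epithelial cell types. In the ATP4B-DTR line the diphtheria toxin receptor (DTR) marks parietal cells, the acid-secreting cells that express the proton pump subunits Atp4a and Atp4b. In the GIF-DTR line it marks chief cells, the enzyme-secreting cells that express intrinsic factor (Gif) in the mouse, and the GIF/ATP4B-DTR line carries both. The data were estimated read counts per gene in 11 samples: 2 controls and 3 samples of each line. Totals were 27.9 and 20.9 M counts (M, mega) in controls 1 and 2, 20.7, 24.1 and 21.8 M in ATP4B-DTR 1 to 3, 21.2, 23.6 and 22.6 M in GIF-DTR 1 to 3, and 23.9, 22.6 and 27.1 M in GIF/ATP4B-DTR 1 to 3. Between 17476 and 18149 genes had counts in a sample.

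A few genes took a larger share of the counts in the controls than in the lines. The 10 most abundant genes held 25.0% and 32.0% of the counts in controls 1 and 2, and between 15.2% and 20% in the 9 samples of the lines. Pepsinogen C (Pgc) alone held 5.64% (95% Wilson interval 5.63 to 5.65) of the counts in control 1 and 13.4% (13.36 to 13.38) in control 2. The TMM factors were 0.797 and 0.864 in the controls and between 0.947 and 1.12 in the lines. Across genes, log2 CPM values of samples of the same group correlated at a Pearson r of 0.956 for the controls and between 0.965 and 0.982 within the lines, while controls and lines correlated at between 0.892 and 0.948. The first principal component held 37.0% of the variance and placed controls 1 and 2 at −54.7 and −103, below all 9 samples of the lines (−31.5 to 52.8). The second held 18.6% and separated control 1 (70.1) from control 2 (−2.38).

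The genes that the lines are named for were examined first, in every sample. Atp4b (ENSMUSG00000031449.10) stood at 4786 and 4365 CPM in controls 1 and 2. It was 475, 641 and 683 CPM in ATP4B-DTR 1 to 3, 3470, 2136 and 2784 CPM in GIF-DTR 1 to 3, and 158, 468 and 243 CPM in GIF/ATP4B-DTR 1 to 3. Gif (ENSMUSG00000024682.3) stood at 702 and 2303 CPM in the controls, 824, 332 and 755 CPM in ATP4B-DTR, 65.5, 178 and 196 CPM in GIF-DTR, and 218, 83.7 and 72.3 CPM in GIF/ATP4B-DTR. Atp4a (ENSMUSG00000005553.14) had group means of 11410 ± 397 CPM (SD, n = 2) in control, 2614 ± 642 (n = 3) in ATP4B-DTR, 5227 ± 395 (n = 3) in GIF-DTR and 1196 ± 506 (n = 3) in GIF/ATP4B-DTR.

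**Figure D1:**
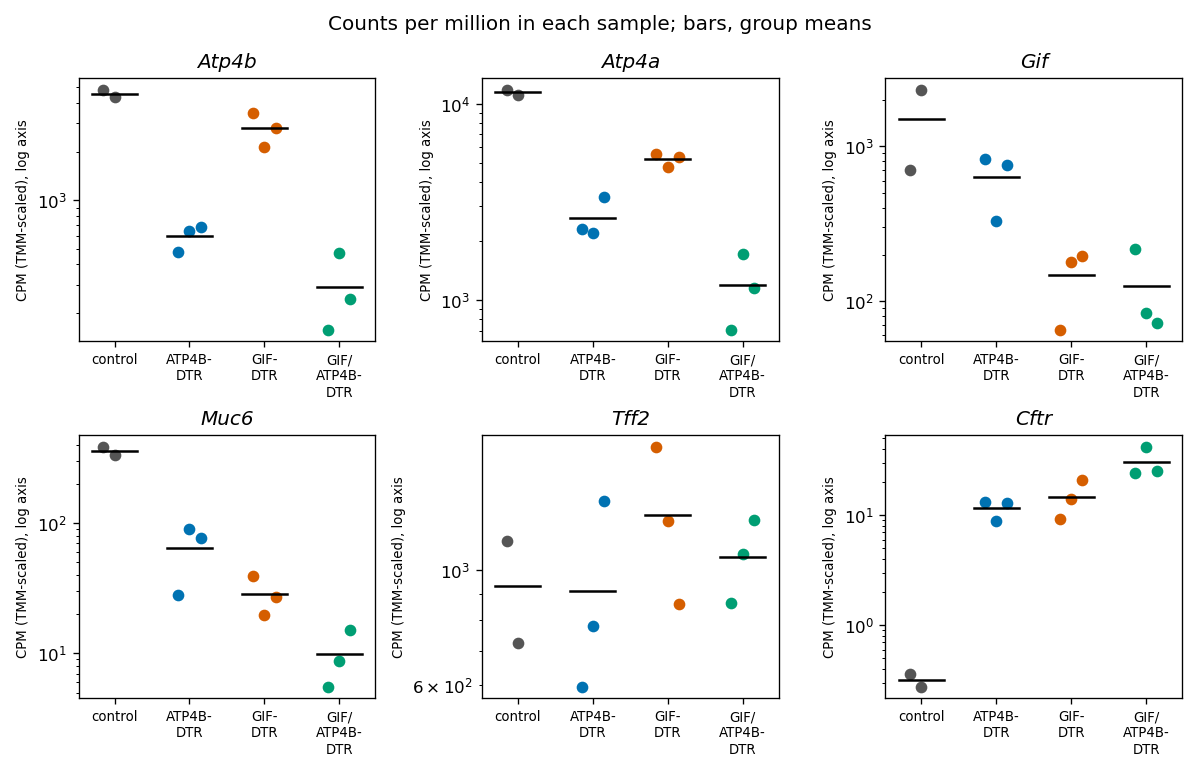
CPM of 6 genes in each sample on log axes, with 1 panel per gene, points for the samples of the 4 groups and bars for group means. Atp4b was lowest in the samples of the ATP4B-DTR and GIF/ATP4B-DTR lines and Gif in those of the GIF-DTR and GIF/ATP4B-DTR lines, Muc6 fell from 358 CPM in control to 9.85 CPM in GIF/ATP4B-DTR, Cftr rose from 0.318 to 30.2 CPM, and Tff2 overlapped between the groups.

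Each target gene was lowered past the threshold in the lines named for it. Against control, Atp4b changed by −2.93 ± 0.38 log2 units (SE) in ATP4B-DTR, −0.71 ± 0.37 in GIF-DTR and −3.98 ± 0.40 in GIF/ATP4B-DTR, with edgeR quasi-likelihood Benjamini-Hochberg adjusted p-values of 0.000836, 0.224 and 7.91e-05. Gif changed by −1.24 ± 0.70, −3.36 ± 0.73 and −3.59 ± 0.73 log2 units, with adjusted p-values from the same edgeR test of 0.245, 0.0169 and 0.00565. Atp4a was also lower in GIF-DTR, by −1.13 ± 0.32 log2 units (edgeR adjusted p = 0.0338), a change smaller than −2.13 ± 0.32 in ATP4B-DTR (0.00146) and −3.25 ± 0.33 in GIF/ATP4B-DTR (7.47e-05) and one that did not pass when any GIF-DTR sample was left out. Of the values for these genes, those of Gif moved most, to −2.26 log2 units in GIF-DTR and −0.14 in ATP4B-DTR when control 2 was left out. With a covariate for Y-linked expression Gif in GIF-DTR changed by −2.87 log2 units and was no longer past the threshold. Atp4b was higher in GIF-DTR than in ATP4B-DTR by 2.22 ± 0.35 log2 units (edgeR adjusted p = 0.0248), and by between 2.04 and 2.38 when a sample was left out, not always past the threshold. With the Y-linked covariate it was higher by 2.06 (adjusted p = 0.145 by the same test, from 7.75e-09 to 0.151 over all alternatives). The difference in Gif between the same lines, −2.12 ± 0.66, did not pass the threshold (edgeR adjusted p = 0.294).

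The Y-linked genes divided the samples in a way that the labels do not state. Ddx3y stood at 42.7 and 40.9 CPM in the controls, 52.2 CPM in ATP4B-DTR 1, and between 43.1 and 53.3 CPM in GIF/ATP4B-DTR 1 to 3. In ATP4B-DTR 2 and 3 and in GIF-DTR 1 to 3 it was between 0 and 0.0794 CPM, at most 2 counts, below the smallest level the depth can show. Eif2s3y gave the same division, with 37.2 to 75.0 CPM in the first samples and at most 0.0787 CPM in the others. GIF-DTR samples therefore all differed from the controls and from the GIF/ATP4B-DTR samples in Y-linked expression, and in those comparisons the line and the Y-linked difference cannot be told apart. The comparison of GIF/ATP4B-DTR with control was made among samples that all expressed Y-linked genes. ATP4B-DTR held 1 sample with and 2 samples without Y-linked expression, too few to repeat its comparison with control within each kind.

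**Figure D2:**
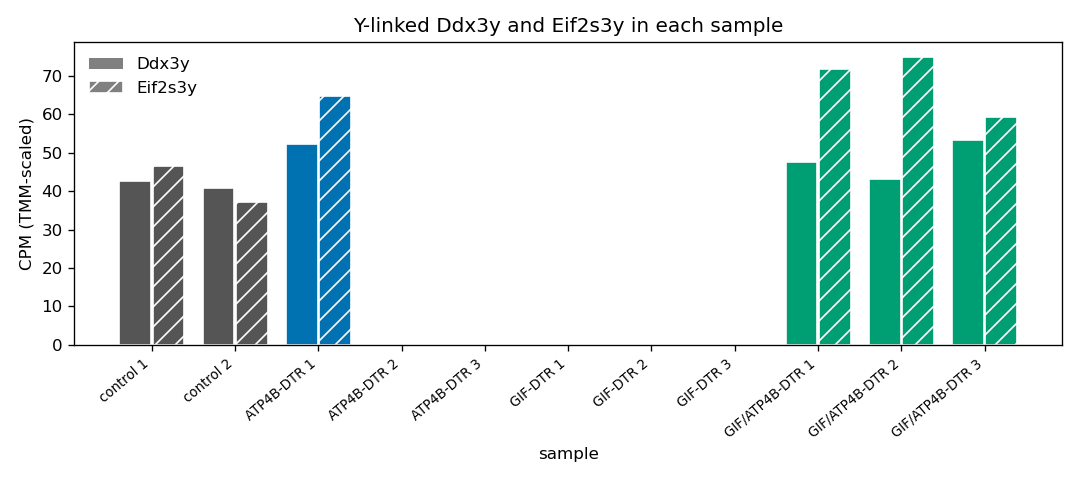
CPM of the Y-linked genes Ddx3y (plain bars) and Eif2s3y (hatched bars) in each of the 11 samples, coloured by group. Bars are present for both controls, ATP4B-DTR 1 and GIF/ATP4B-DTR 1 to 3, and are at or near 0 for ATP4B-DTR 2 and 3 and GIF-DTR 1 to 3.

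Comparing each line with control asked how the loss of either cell type, or of both, changed the mucosa. By edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 3211 of 14889 genes changed in ATP4B-DTR (1813 higher, 1398 lower), 2500 in GIF-DTR (1485 higher, 1015 lower) and 5005 in GIF/ATP4B-DTR (2713 higher, 2292 lower). Of these, 1356, 982 and 2386 changed at least 2-fold. The count that moved most under an alternative was that of GIF-DTR, which fell to 491 with the Y-linked index as a covariate. The same genes recurred across the lines: 1928 were changed in all 3, of which 1215 were higher and 713 lower in every line and 0 differed in direction. All 3 lists share the same controls, so a deviation of the controls would also give shared calls in the same direction. ATP4B-DTR and GIF-DTR shared 1982 genes, and 1703 genes were called in GIF/ATP4B-DTR alone.

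**Figure D3:**
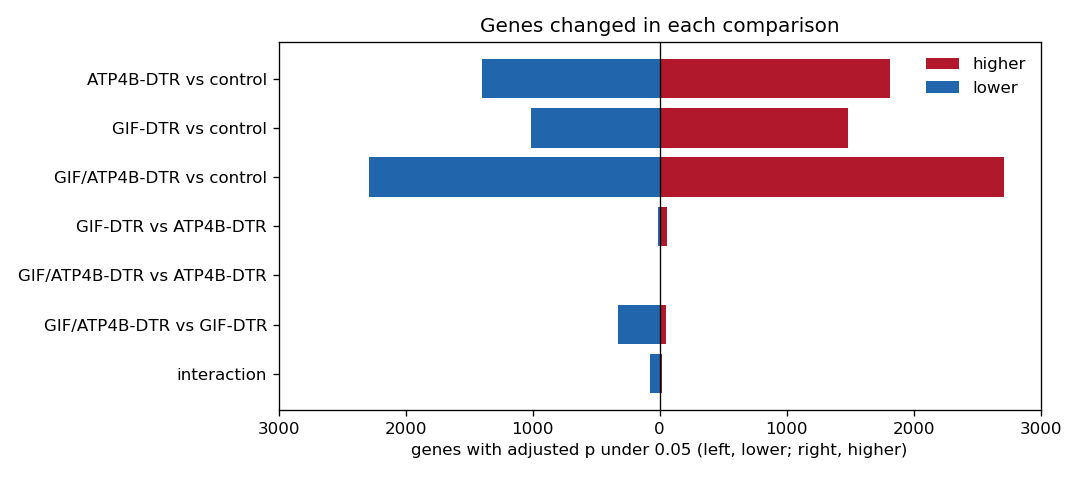
Number of genes with an edgeR adjusted p under 0.05 in each of the 7 comparisons, with genes higher in the group named first to the right of 0 and genes lower to the left. The comparisons with control reach from 2500 to 5005 genes, and those between lines and the interaction from 0 to 376.

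Across all 14889 genes, the log2 fold changes of ATP4B-DTR and GIF-DTR against control correlated at a Pearson r of 0.791, those of ATP4B-DTR and GIF/ATP4B-DTR at 0.875, and those of GIF-DTR and GIF/ATP4B-DTR at 0.802. Genes are not independent replicates, and the shared control group adds to these values. With ATP4B-DTR compared with control 1 and GIF-DTR with control 2 the first correlation was 0.491, and with the controls exchanged it was 0.315. The changes against control also followed gene length, with a Spearman rho across 14851 genes of −0.264 in ATP4B-DTR, −0.274 in GIF-DTR and −0.271 in GIF/ATP4B-DTR, so that longer genes were lower in the lines. A length trend was not confined to these comparisons. Its rho was −0.157 in GIF/ATP4B-DTR against ATP4B-DTR and −0.163 against GIF-DTR. It was 0.201 for the interaction and 0.0356 in GIF-DTR against ATP4B-DTR.

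The rankings here and below cover only genes that met the rule for named genes. The largest rises in ATP4B-DTR were those of Khdc1a, Kcne3 and Cldn2. Khdc1a had 2 and 0 counts in controls 1 and 2 and a mean of 21.5 ± 13.1 CPM (SD, n = 3) in ATP4B-DTR, at least 143-fold higher (edgeR adjusted p = 0.0168). The claudin gene Cldn2 had 3 and 2 counts in the controls and was at least 45.0-fold higher in ATP4B-DTR, 92.1-fold in GIF-DTR and 191-fold in GIF/ATP4B-DTR, with edgeR adjusted p-values of 0.000961, 0.00110 and 8.75e-05. Kcne3, a potassium channel subunit, rose from 0.372 ± 0.336 CPM (n = 2) to 21.9 ± 11.2 (n = 3), by 5.94 ± 0.71 log2 units (edgeR adjusted p = 0.000840). The largest falls were those of Slc26a7, a parietal cell anion transporter, from 74.8 ± 4.89 to 0.513 ± 0.354 CPM (−7.15 ± 0.58 log2 units, edgeR adjusted p = 0.000125), and of the immunoglobulin genes Igha and Igkc. The latter varied widely between the controls: Igha stood at 16.6 CPM in control 1 and 278 CPM in control 2.

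In GIF-DTR the largest rises were those of Cldn2, Kcne3 and the chloride channel gene Cftr. Cftr went from 0.318 ± 0.058 CPM (SD, n = 2) in control to 14.7 ± 5.85 (n = 3), by 5.49 ± 0.51 log2 units (edgeR adjusted p = 0.000471). Among genes that met the rule, the chitinase gene Chia1 fell most, from 24695 ± 14760 to 491 ± 316 CPM (−5.65 ± 0.83 log2 units, edgeR adjusted p = 0.00309). Y-linked Kdm5d (−5.03 ± 1.24, 0.0280) and Try4 (−5.00 ± 0.84, 0.00686) followed. Y-linked Ddx3y and Eif2s3y, at most 0.0794 and 0.0787 CPM in GIF-DTR, fell further but are outside this ranking. They met the other parts of the rule, so what they missed was an adjusted p under 0.05. The spread was estimated from every group, and ATP4B-DTR mixes samples with and without Y-linked expression. The counts of Kdm5d and Try4 were fractional in 11 and 9 of the 11 samples, so reads were divided with related genes. Pgc fell from 112852 ± 59452 to 10598 ± 9574 CPM, by −3.41 ± 0.86 log2 units (edgeR adjusted p = 0.0245).

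In GIF/ATP4B-DTR the same genes led the rises: Khdc1a (at least 416-fold, edgeR adjusted p = 0.00467), Cldn2 and Kcne3 (7.54 ± 0.73 log2 units, 0.000124). Slc26a7 (−8.14 ± 0.62 log2 units), the growth factor gene Egf (−6.82 ± 0.68) and Igkc (−6.33 ± 1.63) fell most, with edgeR adjusted p-values of 3.18e-05, 0.000161 and 0.0177. Egf was also lower in ATP4B-DTR (−6.21 ± 0.65) and GIF-DTR (−4.53 ± 0.59), with edgeR adjusted p-values of 0.000517 and 0.00227, from 93.3 ± 53.8 CPM (n = 2) in control.

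The series title names mucous neck cells, and their genes did not move together. Muc6 fell from 358 ± 36.0 CPM (SD, n = 2) in control to 65.2 ± 32.9 in ATP4B-DTR, 28.7 ± 9.92 in GIF-DTR and 9.85 ± 4.91 in GIF/ATP4B-DTR (n = 3 each). Its changes of −2.46 ± 0.52, −3.64 ± 0.53 and −5.18 ± 0.57 log2 units had edgeR adjusted p-values of 0.0102, 0.00352 and 0.000266. Tff2 stood at 930 ± 293 CPM in control, 913 ± 399 in ATP4B-DTR, 1276 ± 432 in GIF-DTR and 1062 ± 194 in GIF/ATP4B-DTR, and its changes of −0.03, 0.46 and 0.19 log2 units did not pass the threshold (edgeR adjusted p of 0.967, 0.455 and 0.717). Cftr rose in all 3 lines, by 5.15 ± 0.50, 5.49 ± 0.51 and 6.53 ± 0.51 log2 units.

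Marker sets listed beforehand showed which cell types the changes concerned. Against control, the proliferation set was higher in ATP4B-DTR, GIF-DTR and GIF/ATP4B-DTR, with median log2 fold changes of 1.62, 1.57 and 1.81 and all 12 genes higher in each line (limma camera adjusted p of 7.9e-15, 1.17e-16 and 8.75e-13). The set for spasmolytic polypeptide-expressing metaplasia (SPEM), a gland state described after parietal cell loss, was higher by medians of 1.51, 1.22 and 1.72, with 10, 10 and 11 of 12 genes higher (camera adjusted p of 4.94e-05, 0.00143 and 0.00242). Tff2 and Muc6 were not members of this set. As given above, Tff2 did not pass the threshold in any line and Muc6 was lower in every line. The parietal cell set was lower by medians of −0.54, −0.71 and −1.42 over 9 genes (camera adjusted p of 4.94e-05, 0.0188 and 5.07e-09). The chief cell set was lower in GIF-DTR, with a median of −2.52 over 8 genes (camera adjusted p = 0.00143). In GIF/ATP4B-DTR its median of −2.80 missed the threshold (camera adjusted p = 0.0509), as did that of −1.08 in ATP4B-DTR (0.411). The macrophage and monocyte set (median 0.90) and the interferon response set (median 1.25) were higher than control in GIF-DTR (camera adjusted p of 0.00983 and 0.00254) and did not pass the threshold in ATP4B-DTR or GIF/ATP4B-DTR. The size of both excesses depended on the control. The interferon response set averaged 4.98 and 2.97 log2 CPM in controls 1 and 2, and 6.17, 6.01 and 5.67 in GIF-DTR 1 to 3. The macrophage and monocyte set averaged 0.22 and 2.42 in the controls, and 2.67, 2.69 and 2.87 in GIF-DTR. The alternative that moved the set results most was the rotation test fry, under which 3 in place of 6 sets passed in GIF-DTR and 1 in place of 8 between GIF-DTR and ATP4B-DTR.

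**Figure D4:**
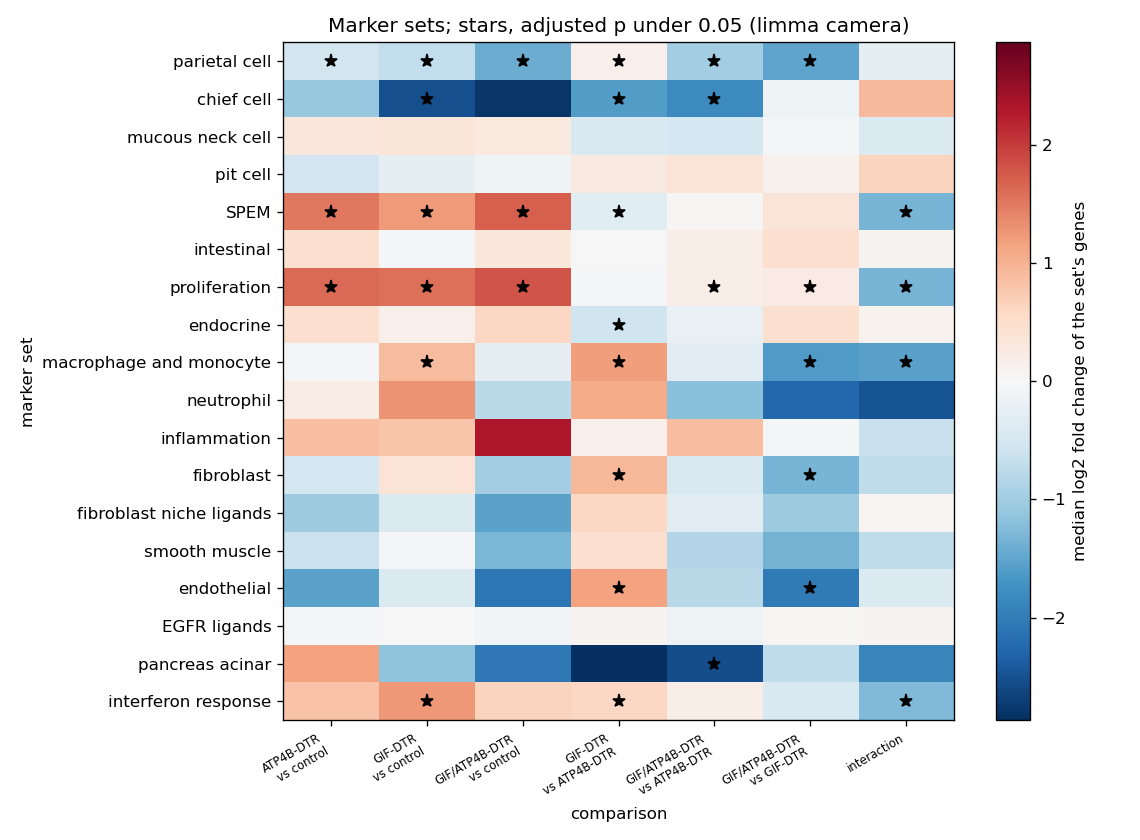
Median log2 fold change of each of the 18 tested marker sets (rows) in the 7 comparisons (columns), red for higher and blue for lower, with stars where the limma camera adjusted p was under 0.05. Proliferation and SPEM are higher and parietal cell lower in all 3 comparisons with control, while chief cell carries a star in GIF-DTR but not in the other lines against control.

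Some single marker genes followed these sets and others did not. Mki67, a marker of dividing cells, rose from 81.8 ± 25.4 CPM (SD, n = 2) to 187 ± 39.9 in ATP4B-DTR, 174.5 ± 38.5 in GIF-DTR and 203 ± 18.8 in GIF/ATP4B-DTR (n = 3 each), with edgeR adjusted p-values of 0.00664, 0.0142 and 0.00233. Dmbt1, of the SPEM set, rose from 43.98 ± 8.49 CPM to 596 ± 148, 309 ± 51.3 and 384 ± 182 CPM (edgeR adjusted p of 0.000451, 0.00234 and 0.000374). Clu, another member, did not pass the threshold in any line (edgeR adjusted p of 0.511, 0.369 and 0.169). In ATP4B-DTR the parietal cell genes Atp4a, Atp4b, Slc26a7 and Clic6 were lower past the threshold. Kcnq1, Kcne2, Esrrg, Aqp4 and Car2 did not pass it there (edgeR adjusted p of 0.414, 0.681, 0.0889, 0.714 and 0.0938), and Aqp4 and Car2 were higher. Of the pit cell genes, Gkn1, Gkn2, Tff1 and Mucl3 did not pass the threshold in any line. Muc5ac was lower in GIF/ATP4B-DTR (−1.79 ± 0.47 log2 units, edgeR adjusted p = 0.0142). Gsta1, with fractional counts in 9 samples, was higher in ATP4B-DTR (0.84 ± 0.26) and GIF/ATP4B-DTR (1.33 ± 0.26), with edgeR adjusted p-values of 0.0387 and 0.00289.

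GIF-DTR and ATP4B-DTR were compared to ask what differs between loss of chief and of parietal cells. There 73 genes changed (60 higher, 13 lower in GIF-DTR), all with samples of the lines not overlapping. These genes were selected for a difference between the same samples, so the lack of overlap is no separate evidence. With the Y-linked index as covariate 22 genes were called. Among the 5 samples without Y-linked expression (3 GIF-DTR, 2 ATP4B-DTR) 30 were called. Slc26a7 (5.51 ± 0.54 log2 units), Hamp2 (4.91 ± 0.36) and Kcne1 (4.29 ± 0.46) were the most raised in GIF-DTR, with edgeR adjusted p-values of 0.00272, 0.000259 and 0.00270. Hamp2 stood at 96.8 ± 24.8 CPM in control, 1.81 ± 0.24 in ATP4B-DTR and 54.5 ± 20.1 in GIF-DTR. Slc7a11 (−2.46 ± 0.36), Tmed6 (−1.92 ± 0.35) and Plcd3 (−1.76 ± 0.30) were the most lowered, with edgeR adjusted p-values of 0.0193, 0.0483 and 0.0364. Counts of Slc7a11 were fractional in 10 samples.

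Of the marker sets, 8 differed between GIF-DTR and ATP4B-DTR. The macrophage and monocyte set was higher in GIF-DTR by a median of 1.19 log2 units with 12 of 13 genes higher, the endothelial set by 1.14 with 6 of 6, the fibroblast set by 0.95 with 9 of 9, the interferon response set by 0.59 with 9 of 9, and the parietal cell set by 0.14 with 7 of 9 (limma camera adjusted p of 3.03e-05, 0.0219, 0.0219, 0.0282 and 3.03e-05). The chief cell (median −1.59), SPEM (−0.34) and endocrine (−0.58) sets were lower (camera adjusted p of 2.25e-05, 0.0212 and 0.0194). Averaged by sample, the endothelial, fibroblast, interferon response and endocrine sets overlapped between the lines. The macrophage and monocyte, parietal cell, chief cell and SPEM sets did not. As single genes, Slc26a7 and Atp4b alone of the parietal cell set passed the edgeR threshold. Among the 5 samples without Y-linked expression the macrophage and monocyte median was 1.10 with 11 of 13 genes higher (camera adjusted p = 1.61e-07). There the endocrine set (median −0.35) was no longer past the threshold (camera adjusted p = 0.573) and the interferon response median was 0.25 (0.00909). The mucous neck cell (−0.40) and pancreas acinar (−2.95) sets were lower past it (camera adjusted p of 0.00834 and 0.0484), and the remaining 5 of the 8 sets passed again. The pancreas acinar set averaged 3.56 and −0.68 log2 CPM in ATP4B-DTR 2 and 3, and 0.03, 0.68 and 0.17 in GIF-DTR 1 to 3. The lines therefore overlapped in that set, and its difference rests on ATP4B-DTR 2.

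The comparisons of GIF/ATP4B-DTR with the single lines asked what the loss of the other cell type added. Against ATP4B-DTR, 0 genes passed the threshold by the edgeR test; 1554 had an unadjusted p under 0.05, where chance would give 744, and the smallest adjusted p was 0.0538. Marker sets did differ: the parietal cell (median −0.99, 0 of 9 genes higher), chief cell (−1.82, 1 of 8) and pancreas acinar (−2.54, 0 of 4) sets were lower and the proliferation set was higher (0.19, 11 of 12), with limma camera adjusted p-values of 1.25e-11, 8.23e-05, 0.0154 and 0.0398. The pancreas acinar set averaged 1.14, 3.56 and −0.68 log2 CPM in ATP4B-DTR 1 to 3 and 0.64, −1.25 and 0.19 in GIF/ATP4B-DTR 1 to 3, so the lines overlapped.

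Against GIF-DTR, 376 genes changed in GIF/ATP4B-DTR (50 higher, 326 lower), all with samples not overlapping. Slc26a7 (−6.50 ± 0.59 log2 units), Hamp2 (−5.16 ± 0.37) and Gpr155 (−4.54 ± 0.42) were the most lowered, with edgeR adjusted p-values of 0.000501, 8.12e-05 and 0.000501. Slc7a11 (2.02 ± 0.35), Aspa (1.71 ± 0.38) and St8sia6 (1.58 ± 0.32) were the most raised among genes that met the rule (edgeR adjusted p of 0.0149, 0.0427 and 0.0296). Y-linked Ddx3y rose further, from at most 0.0794 CPM to between 43.1 and 53.3 CPM, but 0 genes on chromosome Y were called here. With the spread estimated from every group, including the mixed ATP4B-DTR samples, the absence of a call is no evidence against a Y-linked difference. The parietal cell (median −1.51), macrophage and monocyte (−1.62), endothelial (−2.03) and fibroblast (−1.34) sets were lower and the proliferation set was higher (0.24), with limma camera adjusted p-values of 1.93e-16, 0.000201, 0.0108, 0.0209 and 0.0286. Averaged by sample, the fibroblast and proliferation sets overlapped between the lines and the other sets named here did not. With the Y-linked index as covariate 15 genes were called, and no within-kind comparison was possible because the lines differed in Y-linked expression throughout.

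The interaction asked whether the change in GIF/ATP4B-DTR differed from the sum of the changes in the single lines. It passed the edgeR threshold for 97 genes, 78 with a negative and 19 with a positive value. Of these genes, 72 were higher than control in all 3 lines with a negative interaction and 17 were lower in all 3 with a positive one, 89 genes together. A further 6 with a negative interaction were higher in both single lines, and 2 with a positive one were lower in both. In those genes the double line did not pass the threshold against control. The change in the double line therefore fell short of the sum on the log2 scale for each of the 97 genes. The interactions of the targeted genes did not pass the threshold: −0.34 ± 0.51 log2 units for Atp4b, −0.00 ± 0.43 for Atp4a and 1.00 ± 0.95 for Gif (edgeR adjusted p of 0.819, 1.00 and 0.677). The SPEM, proliferation, macrophage and monocyte, and interferon response sets had negative interactions, with medians of −1.34, −1.34, −1.56 and −1.27 log2 units (limma camera adjusted p of 4.81e-05, 7.44e-16, 0.000900 and 0.00109). The macrophage and monocyte set and the interferon response set differed between the controls, as given above, so the size of their interactions depends on the control. Among single genes the most negative were Cldn2 (−4.67 ± 0.87, with controls at 3 and 2 counts), Kcne3 (−4.52 ± 0.82) and Cftr (−4.12 ± 0.59), with edgeR adjusted p-values of 0.0479, 0.0479 and 0.0213. The most positive were Cnbd2 (3.88 ± 0.43), mt-Atp8 (3.16 ± 0.38) and Lars2 (2.17 ± 0.31), with edgeR adjusted p-values of 0.0136, 0.0136 and 0.0193. The last 3 were lower than control in every line. Of them mt-Atp8 stood at 1325 ± 212 CPM in control, 108.5 ± 40.1 in ATP4B-DTR, 143 ± 8.15 in GIF-DTR and 104 ± 20.7 in GIF/ATP4B-DTR. Counts of mt-Atp8 were 15.5% and 11.7% of those of the neighbouring mt-Atp6 in the controls and between 1.77% and 3.72% in the 9 samples of the lines. Counts of Cnbd2 were fractional in all 11 samples.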

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

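Leaving the 50 most abundant genes out of the scaling, DESeq2's size factors and the fit without robust moderation were chosen beforehand, and the other tests of this part were chosen only after the result was seen.

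The 97 genes with an interaction are the result that least resembles a simple sum of the single lines. The SPEM, proliferation, macrophage and monocyte, and interferon response sets had median interactions of −1.34, −1.34, −1.56 and −1.27 log2 units. Single genes gave −4.12 for Cftr, −3.44 for Dmbt1, −2.22 for Rrm2, −4.52 for Kcne3 and −4.67 for Cldn2, where the controls had 3 and 2 counts. A negative value on the log2 scale does not mean that the single lines had reached a limit: Kcne3 stood at 21.9 CPM in ATP4B-DTR, 24.9 in GIF-DTR and 66.3 in GIF/ATP4B-DTR, from 0.372 in control. Rrm2, in contrast, was at 59.7, 47.5 and 56.9 CPM in the lines. Sex could also contribute, because GIF-DTR alone had no sample with Y-linked expression: with the Y-linked index as covariate 5 genes were called, 2 of them among the 97. The chromosomes of the genes do not decide it: 0 of the 97 lie on chromosome Y, but Kdm5d, with an interaction of 6.64 log2 units, also missed the threshold, in a design where ATP4B-DTR mixes samples with and without Y-linked expression. The index itself was past the threshold for 6 genes (4 on chromosome Y, 0 on X) and had an unadjusted p under 0.05 for 557, fewer than the 744 of chance. Within the groups the index varied mainly in ATP4B-DTR, so these counts cannot tell sex from genotype.

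Of the technical explanations, gene length may account for part of the interaction: 64 genes were called after the length correction, 60 of them among the 97. A fall of this size is not particular to length, since 57 genes were called with DESeq2's size factors and 61 without robust moderation. The GC correction gave 105 genes, 87 of them among the 97, which argues against GC content as the cause for those 87. The correction moved few values, and across genes the interaction followed GC content weakly (Spearman rho −0.0862). With the 50 most abundant genes left out of the scaling 108 genes were called, but that hardly moved the values, so an effect of a few abundant genes on the scaling is not ruled out. Reads shared between gene copies may contribute to part of it: 40 of the 97 genes (41.2%) had fractional counts in 6 or more samples, against 29.2% of all tested genes. The other genes of the 97 did not reach 6 samples, which argues against shared reads as the cause of the whole. If the controls differed from all lines by 1 common shift, the interaction computed with control 1 and the mean change computed with control 2 would correlate strongly and negatively, and their Pearson r was −0.220. A shift of only some genes would escape this test, and 89 of the 97 genes have the pattern that such a shift of the controls would give. The other genes of the 97 changed in that direction in both single lines, without a call in GIF/ATP4B-DTR, so they are not clear exceptions. Sex, gene length, scaling and a difference of the control libraries are not excluded, so a biological interaction cannot be told apart from them. Shared reads are also not excluded for the 40 genes, nor GC content for those of the 97 outside the 87.

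Of the 19 positive interactions, the named ones were those of Cnbd2 (3.88), mt-Atp8 (3.16) and Lars2 (2.17), and that of mt-Atp8 could come from how the libraries were made. The genes mt-Atp8 and mt-Atp6 overlap on 1 transcript, so cell loss alone would be unlikely to change their ratio. Their log2 ratio was nevertheless lower in the lines than in the controls by −2.22, with the 9 samples of the lines all below both controls. This suggests that control libraries differed from the others in construction or in how reads were counted. The difference falls exactly between control and lines, so it cannot be told apart from genotype in any comparison with control. The ratio tests mt-Atp8 alone, not Lars2 or Cnbd2, and Cnbd2 shares reads with another gene in all 11 samples.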

How the results depend on the processing

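The Y-linked index, the GC correction and the length correction were chosen only after the result was seen, and the other alternatives beforehand. No paired analysis was possible because replicate numbers are not shared between groups.

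Leaving out a control gave fold changes but no counts, so the counts below were not tested for the choice of control. The numbers of genes changed against control held under most alternatives. For ATP4B-DTR (3211) the Y-linked index gave 2012 and the others between 2174 and 3978. For GIF/ATP4B-DTR (5005) the alternatives lay between 3991 and 5728. For GIF-DTR (2500) the Y-linked index gave 491, leaving out a GIF-DTR sample between 1091 and 2007, and the others between 2078 (1711 of them among the 2500, with the length correction) and 3376 (DESeq2).

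Between the lines the counts were less stable. GIF-DTR against ATP4B-DTR (73 genes) gave 384 with the DESeq2 Wald test, 22 with the Y-linked index and between 17 and 140 with a sample left out. GIF/ATP4B-DTR against ATP4B-DTR (0 genes, 1554 at an unadjusted p under 0.05) gave 294 with DESeq2, 57 without a filter, 3 with the GC correction, 1 with the Y-linked index, 1 with only the 2 groups, and between 0 and 43 with a sample left out. GIF/ATP4B-DTR against GIF-DTR (376) gave 1005 with DESeq2, 15 with the Y-linked index and between 160 and 320 with a sample left out. In the simulations DESeq2 made more false calls than edgeR.

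The interaction (97 genes) was also unstable. It was 57 with DESeq2's size factors, 720 with the DESeq2 Wald test, 191 without a filter, 155 with at least 10 counts in every sample, 61 without robust moderation, 5 with the Y-linked index, 64 with the length correction and between 12 and 277 with a sample left out.

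DESeq2 also changed the balance of directions: 55.2% of its genes were higher in GIF-DTR than in ATP4B-DTR (82.2% with edgeR), 34.4% in GIF/ATP4B-DTR than in GIF-DTR (13.3%), and 37.6% of interactions were positive (19.6%). Its size factors within edgeR did not do so. Leaving out a sample also changed it, to between 46.4% and 95.5% for GIF-DTR against ATP4B-DTR and between 16.4% and 41.7% for the interaction. With the Y-linked index 73.3% of the genes changed in GIF-DTR against control were higher (59.4% without it).

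Marker sets depended on the test. With fry, 3 sets passed in GIF-DTR against control (6 with camera), 1 in GIF-DTR against ATP4B-DTR (8), 2 in GIF/ATP4B-DTR against ATP4B-DTR (4) and 1 in GIF/ATP4B-DTR against GIF-DTR (5). It gave 4 in ATP4B-DTR (3) and 4 in GIF/ATP4B-DTR (3) against control, and 3 for the interaction (4). With a sample left out, between 4 and 10 sets passed in GIF-DTR against ATP4B-DTR, and between 2 and 7 in GIF/ATP4B-DTR against GIF-DTR.

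The correlation between the changes of ATP4B-DTR and GIF-DTR (0.791) was 0.491 and 0.315 with a different control for each line, and between 0.737 and 0.860 with a sample left out.

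Among the targeted genes, the Y-linked index moved Gif in GIF-DTR to −2.87 log2 units and Atp4a in GIF-DTR to −1.43, neither past the threshold. In GIF/ATP4B-DTR against GIF-DTR it moved Atp4b from −3.27 to −2.76 log2 units and Atp4a from −2.13 to −1.81. Both had passed without the index and did not pass with it (edgeR adjusted p of 0.221 and 0.462). Atp4a in GIF-DTR was between −1.17 and −1.07 with a GIF-DTR sample left out, and did not pass. Interactions of the targeted genes, none past the threshold, changed sign. Gif (1.00) went to −0.0910 without control 2 and 1.62 without control 1. Atp4b went to 0.50 with the Y-linked index and Atp4a to 0.0243 with DESeq2's size factors, 0.0243 with the DESeq2 Wald test, 0.51 with the Y-linked index, 0.0760 with the GC correction, 0.0243 with the length correction and between −0.36 and 0.26 with a sample left out.

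Of 150 values for named genes, the Y-linked index weakened 49 and reversed 2, and the length correction weakened 12 and reversed 1. Comparing only the 2 groups weakened 19 of 139, leaving out another sample than a control weakened 124 of 566 and reversed 5, and leaving out a control moved 16 of 264. A value counted as moved when it shifted by more than the largest SD of log2 CPM within a compared group. That SD includes the spread between the 2 controls themselves, so the low count does not show that the values are independent of the control.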

Other observations

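The splits of the samples were chosen beforehand, and the other tests of this part were chosen only after the result was seen.

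The differences between lines rest on 3 samples against 3, which allow 10 splits, so no split test can go below 0.1. As many genes as in the true grouping were called in 1 of 10 splits, the true one, for GIF-DTR against ATP4B-DTR, and likewise in 1 of 10 for GIF/ATP4B-DTR against GIF-DTR. In GIF/ATP4B-DTR against ATP4B-DTR the true grouping called 0 genes, which all 10 of 10 splits reach by definition, so the splits say nothing there. That comparison had 1554 genes at an unadjusted p under 0.05, above the 744 of chance.

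Sex is a candidate explanation for part of every comparison that involves GIF-DTR or ATP4B-DTR. With the Y-linked index as covariate 22 genes were called for GIF-DTR against ATP4B-DTR, 15 for GIF/ATP4B-DTR against GIF-DTR and 491 for GIF-DTR against control, of which 21, 13 and 453 were also called without it. For ATP4B-DTR against control it gave 2012 genes, 1854 of them also called without it. Few genes followed the index itself: 6 were past the threshold, and 557 had an unadjusted p under 0.05, against 744 expected by chance. A loss of calls is also what a covariate that follows the groups would give under a true effect of genotype, so these counts cannot tell sex from genotype.

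The macrophage and monocyte set is unlikely to be higher in GIF-DTR than in ATP4B-DTR because of sex, since the median within the samples without Y-linked expression was 1.10 log2 units. More stroma in the GIF-DTR samples could raise it in part: the smooth muscle set was higher by a median of 0.47 log2 units in the same comparison, which did not pass the threshold (limma camera adjusted p = 0.692). In ATP4B-DTR the sets had the same order across samples, and in GIF-DTR they did not. The smooth muscle set averaged 8.65, 6.66 and 6.04 log2 CPM in GIF-DTR 1 to 3 and 7.03, 6.399 and 7.57 in ATP4B-DTR 1 to 3, while the macrophage and monocyte set averaged 2.67, 2.69 and 2.87 against 1.44, 1.34 and 2.09. The fibroblast and endothelial sets were also higher in GIF-DTR, so a contribution of stroma cannot be told apart from a change in myeloid cells.

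The controls differed from each other in stroma. The fibroblast set averaged 1.68 log2 CPM in control 1 and 5.08 in control 2, the smooth muscle set 5.79 and 8.34, and the macrophage and monocyte set 0.22 and 2.42. The size of the fall of Igha and Igkc depends on the control: Igha was 16.6 CPM in control 1 and 278 CPM in control 2. In ATP4B-DTR both genes were below either control, with Igha at 0.791 CPM at most.

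The lower chief cell set in GIF-DTR might reflect less of the deep gland in those samples. The smooth muscle set changed by −0.0335 log2 units in the same comparison, which gives no sign of a shallower sample, but the controls differ too much in this set for the test to decide.

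Colipase (Clps) was among the most abundant transcripts, which could mean pancreas in the samples. Pancreatic lipase (Pnlip) had 0.00128% as many counts as Clps in the controls (14 against 1090990), so pancreas tissue is unlikely to be its source there. The pancreas acinar set was highest in ATP4B-DTR 2 (3.56 log2 CPM, against 1.14 and −0.68 in ATP4B-DTR 1 and 3), where Pnlip was 3.95 CPM and Clps 7226 CPM, and pancreas tissue in that sample was not tested further.

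The genes shared by all 3 lines could reflect gene length, because changes against control followed it in every line. After the length correction 1598 genes changed the same way in all 3 lines, against 1928 without it, and 1301 were in both lists. Length therefore accounts for at most part of the shared response, while the library difference of the controls is not excluded as a source of the rest.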
